# *HOXB7* mRNA is overexpressed in pancreatic ductal adenocarcinomas and its knockdown induces cell cycle arrest and apoptosis

**DOI:** 10.1186/1471-2407-13-451

**Published:** 2013-10-02

**Authors:** Thais Chile, Maria Angela Henriques Zanella Fortes, Maria Lúcia Cardillo Corrêa-Giannella, Helena Paula Brentani, Durvanei Augusto Maria, Renato David Puga, Vanessa de Jesus R de Paula, Marcia Saldanha Kubrusly, Estela Maria Novak, Telésforo Bacchella, Ricardo Rodrigues Giorgi

**Keywords:** Pancreatic ductal adenocarcinoma, Homeobox, *HOXB7*, siRNA, Gene expression

## Abstract

**Background:**

Human homeobox genes encode nuclear proteins that act as transcription factors involved in the control of differentiation and proliferation. Currently, the role of these genes in development and tumor progression has been extensively studied. Recently, increased expression of *HOXB7* homeobox gene (*HOXB7*) in pancreatic ductal adenocarcinomas (PDAC) was shown to correlate with an invasive phenotype, lymph node metastasis and worse survival outcomes, but no influence on cell proliferation or viability was detected. In the present study, the effects arising from the knockdown of *HOXB7* in PDAC cell lines was investigated.

**Methods:**

Real time quantitative PCR (qRT-PCR) (Taqman) was employed to assess *HOXB7* mRNA expression in 29 PDAC, 6 metastatic tissues, 24 peritumoral tissues and two PDAC cell lines. siRNA was used to knockdown *HOXB7* mRNA in the cell lines and its consequences on apoptosis rate and cell proliferation were measured by flow cytometry and MTT assay respectively.

**Results:**

Overexpression of *HOXB7* mRNA was observed in the tumoral tissues and in the cell lines MIA PaCa-2 and Capan-1. *HOXB7* knockdown elicited (1) an increase in the expression of the pro-apoptotic proteins BAX and BAD in both cell lines; (2) a decrease in the expression of the anti-apoptotic protein BCL-2 and in cyclin D1 and an increase in the number of apoptotic cells in the MIA PaCa-2 cell line; (3) accumulation of cell in sub-G1 phase in both cell lines; (4) the modulation of several biological processes, especially in MIA PaCa-2, such as proteasomal ubiquitin-dependent catabolic process and cell cycle.

**Conclusion:**

The present study confirms the overexpression of *HOXB7* mRNA expression in PDAC and demonstrates that decreasing its protein level by siRNA could significantly increase apoptosis and modulate several biological processes. *HOXB7* might be a promising target for future therapies.

## Background

PDAC is one of the most frequent causes of cancer-related death worldwide. It is an aggressive neoplasia whose early diagnosis and treatment are challenging, making it a leading cause of death by cancer [1]. Most patients are diagnosed at an advanced stage and only a few of these patients are suitable candidates for curative surgery [2,3]. Homeobox-containing genes encode DNA-binding proteins that regulate gene expression and control various aspects of morphogenesis and cell differentiation [4]. In humans, *HOX* genes are represented by 39 members classified in four groups (*HOX-A*, *HOX-B*, *HOX-C* and *HOX-D*) located on chromosomes 7p, 17q, 12q and 2q, respectively. Aberrant expression of homeobox genes have been shown in different tumour types [5-9], including leukemias [10,11], ovarian carcinoma [12], and breast cancer [13]. The gene expression of *HOXB5*, *HOXB6*, *HOXC8* and *HOXD13* have already been characterized in pancreatic cancer [14]. *HOXB7* has an important role in various tumors. In melanomas, overexpression of *HOXB7* constitutively activates basic fibroblast growth factor (bFGF), favoring uncontrolled cell proliferation [15]. In a breast cancer cell line (SkBr3), transduction of *HOXB7* gene induces bFGF expression, increases growth rate and ability of cells to form colonies in semisolid medium [16]. In addition to *bFGF*, *HOXB7* can also induce the expression of other genes, especially those related to angiogenesis and tumor invasion including vascular endothelial growth factor (*VEGF*), interleukin-8, angiopoietin-2, and metalloproteases 2 and 9 [17]. Increased expression of *HOXB7* was also described in oral squamous cell carcinoma, where it induces cell proliferation and has been shown to be associated with poor prognosis [18]. In colorectal cancer, the protein encoded by *HOXB7* was considered as a prognostic factor and mediator of tumor development and progression [19]. Recently *HOXB7* status was investigated in a large cohort of PDAC, the authors observed overexpression of *HOXB7* and its correlation with invasive phenotype, lymph node metastasis and worse survival outcomes, but no influence on cell proliferation or viability was detected [20]. The aim of this study was to further investigate *HOXB7* expression in PDAC and metastatic tissues in comparison to normal pancreatic and peritumoral tissues as well as to evaluate the effects of *HOXB7* knockdown in pancreatic cancer cell lines, addressing cell proliferation, apoptosis and gene expression profile.

## Methods

### Patients and tumor characterization

Tissue collection was carried out in compliance with The Ethical Committee of Hospital das Clínicas (Faculdade de Medicina da Universidade de São Paulo) and in accordance to The Declaration of Helsinki, with informed and free consent obtained from each subject. The following tissue samples were obtained from patients diagnosed with PDAC: tumoral (n=29), disease-free tissues (located distant from the tumor site, n=24) and metastatic tissues (liver metastasis, n=6). Ten normal pancreatic tissue samples obtained within 8 hours post-mortem from subjects without pancreatic diseases were used as control. The diagnosis was established by clinical, biochemical, and radiological findings and supported by the anatomopathological analysis of tumor samples.

During surgical procedure, tumor fragments were collected in sterile containers with 1 mL of RNA*later®* (Ambion, Inc., Austin, TX, USA) and stored at 4°C. All tumoral, disease-free and metastatic samples were resected by a experienced surgeon.

### RNA and DNA extraction

The material collected in RNA*later®* (Ambion) was fragmented in a tissue pulverizer (Mikro-Dismembrator U, B. Braun Biotech International, Melsungen, Hesse, Germany). Total RNA was extracted from approximately 100 mg tissue after homogenization, using with RNeasy Plus Mini Kit (Qiagen, Duesseldorf, North Rhine-Westphalia, Germany) according to manufacturer’s guidelines. DNA was extracted using the DNeasy kit (Qiagen) according to the manufacturer’s instructions.

Both were measured spectrophotometrically being adopted values of optical density 260/280 nm and 260/230 nm between 1.8 and 2.0. A integrity of RNA was checked by visual inspection of the 18S e 28S ribosomal RNA bands in 1% agarose gel, while DNA integrity was verified by the presence of a single band in agarose gel 2%.

### Validation of endogenous reference gene

In order to determine the most stable gene and to normalize the target gene in pancreatic tissues, we studied the expression of 32 commonly used reference genes. The expression of candidate genes was evaluated with the TaqMan Express Endogenous Control Plate, according to the manufacturer’s protocol (Applied Biosystems, Foster City, CA, USA). The genes are performed in triplicate in these arrays and are constitutively expressed at moderate abundance across most test samples. cDNA was prepared from ten samples of normal pancreatic tissue and ten samples of PDAC using SuperScript™ III Reverse Transcriptase (Invitrogen Corporation, Carlsbad, CA, USA). Gene expression was measured by quantitative real time qRT-PCR and expression stability was analyzed with geNorm [21] and NormFinder [22]. Based on the results of this analysis, *RPL30* was proposed as the most appropriate control gene (Figure 1).

**Figure 1:**
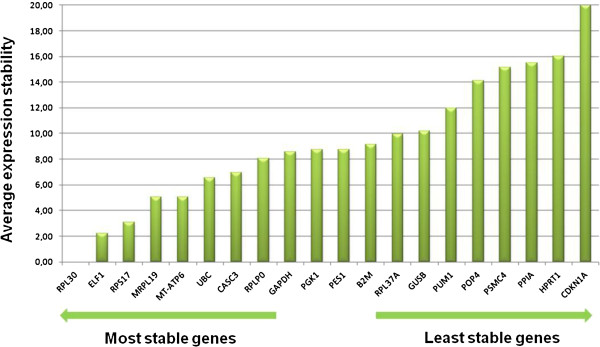
RPL30 gene showed the least variation of expression among all tested housekeeping genes in samples from normal pancreatic tissue and pancreatic ductal adenocarcinomas.

### Quantitative real-time polymerase chain reaction after reverse transcription (qRT-PCR)

Complementar DNA (cDNA) was synthesized from total RNA extracted from each cell line and tissue samples. Briefly, first-strand cDNA synthesis used 1 μg of total RNA, 1 μL of oligo(dT) primers (0.5 μg/μL), 1 μL of a solution of all four deoxyribonucleoside triphosphates (each at 10 mM), and 10× SuperScript™ III Reverse Transcriptase (Invitrogen Corporation). For TaqMan-based qRT-PCR, 50 ng of cDNA was added to 10 μL of 2× Taqman Universal PCR Master Mix (Applied Biosystems) and 1 μL of 20× *HOXB7* primers and the probe set (Applied Biosystems). The one-step RT-PCR was performed using a StepOne Plus (AB Applied Biosystems) for an initial 2 minutes incubation at 50°C, 10 minutes incubation at 95°C followed by 40 cycles of PCR 95°C for 15 seconds and 60°C for 1 minute. Data values (Cycle Threshold [Ct] values) were extracted from each assay with the SDS v2.0 software tool (Applied Biosystems).

The number of specific (*HOXB7*) transcripts in tumor samples was normalized to housekeeping gene *RPL30* mRNA in three independent experiments. Glyceraldehydes-3-phosphate dehydrogenase (*GAPDH)* was used as denominators of gene expression in cell lines. Gene expression levels were analyzed by the comparative Ct method (ΔΔCt) [23].

### Copy number analysis of HOXB7 by real-time quantitative PCR (qPCR)

*HOXB7* amplification was assessed by qPCR using Platinum® SYBR® Green qPCR SuperMix-UDG (Invitrogen Corporation). Beta-2-microglobulin (*β2M*) was used as reference gene for the evaluation of *HOXB7* copy number.

Genomic DNA (100 ng/μL) from each tissue sample was conducted on a Applied Biosystems StepOne Plus (Applied Biosystems, Foster City, CA, USA) using the following primers for genomic sequences of *HOXB7* (sense: 5′- CGA TGC AGG GCT TGT ACC -3′; anti-sense: 5′- AGG CGC CTT CAG GGT AAT -3′) and *β2M* (sense: 5′- CGT GTG AAC CAT GTG ACT TTG -3′; anti-sense: 5′- GAA TTC ATC CAA TCC AAA TGC -3′). The reaction was incubated for 5 minutes at 94°C, followed by 40 cycles of 30 seconds at 94°C, 30 seconds at 55°C, and 90 seconds at 72°C, with a final extension of 72°C for 7 minutes. All samples were run in duplicate and positive *HOXB7* gene amplification was defined as a copy number of > 3 [24].

### Cell culture

Human pancreatic cancer cell line MIA PaCa-2 was obtained from American Type Culture Collection (ATCC® Number: CRL-1420™, Manassas, VA, USA). The cells were maintained routinely in Roswell Park Memorial Institute (RPMI) 1640 medium (Invitrogen Corporation, Carlsbad, CA, USA) supplemented with 10% fetal bovine serum (FBS, Invitrogen Corporation), 100 U/mL penicillin G (Invitrogen Corporation), and 0.1 mg/mL streptomycin sulfate (Invitrogen Corporation) at 37°C in a humidified, 5% CO_2_, 95% air atmosphere. Capan-1 cell line established from a hepatic metastasis of a PDAC was also obtained from ATCC (Number: HTB-79™). The cells were grown in IMDM medium (Invitrogen Corporation) supplemented with 20% FBS (Invitrogen Corporation).

### RNAi knockdown (siRNA) and transfection

The human pancreatic cancer cell lines were cultured as described. siRNA and transfections were performed following the manufacturer’s protocols of the TriFECTa Dicer- Substrate RNAi kit (IDT, Coralville, IA, USA) and Lipofectamine RNAi Max Reagent (Invitrogen Corporation). 10^5^ cells were plated in 6-well in RPMI medium one day prior to transfection. Cells were transfected with a nonspecific scrambled siRNA and with a *HOXB7*-specific siRNA at a final concentration of 10 nM. The mRNA content was measured 48 hours after transfection. All transfections were minimally performed in duplicate. *HOXB7* depletion and RT-qPCR were performed as described above. Each experiment was repeated at least twice.

### Western blotting

After 48 h electroporation with siRNAs, cells were homogenized in RIPA buffer (Cell Signaling Technology, Danvers, MA, USA) with protease inhibitors (Complete, Mini, EDTA-free Protease Inhibitor Cocktail Tablet, Roche Applied Science, Penzberg, Upper Bavaria, Germany). The homogenate was centrifuged at 16,700 g for 30 minutes at 4°C. Protein concentration was measured using Lowry method [25].

Thirty micrograms of total protein was separated on a 14% sodium dodecyl sulfate polyacrylamide gel followed by transfering to an Immobilon-P membrane (Merck Millipore, Billerica, MA, USA). Membranes were incubated for 18 hours in 5% skim milk phosphate buffer saline (PBS) with mouse monoclonal antibody *HOXB7* (1:50, ab51237, Abcam Inc, Cambridge, MA, USA) followed by incubation with secondary antibody (1:400, RPN1001, GE Healthcare, Little Chalfont, Buckinghamshire, UK) and labeled with horseradish peroxidase (1:3000, GE Healthcare). Rabbit anti-beta actin antibody (1:1000, ab8227, Abcam Inc, Cambridge, MA, USA) was used as internal control. Photographic film was exposed to the membrane in a dark room.

### MTT cell proliferation assay

Cell proliferation was evaluated after 24 hours, 48 hours and 72 hours after transfection with siRNA-*HOXB7* using a specific colorimetric assay. In particular, cells were exposed to *HOXB7* siRNA and then stained with 3-(4,5-dimethylthiazol-2-yl) – 2,5-diphenyltetrazolium bromide (MTT, Sigma-Aldrich, St Louis, MO, USA). The absorbance was measured by ELx 808 Ultra Microplate Reader (Bio-Tek Instruments, Inc, Winooski, VT, USA) at a wavelength of 570 nm.

### Flow cytometry – markers, cell cycle distribution, and apoptosis analysis

Forty-eight hours after transfection, the human pancreatic cells lines were trypsinized and inactivated with FBS, centrifuged at 1,500 rpm for 10 min, and the supernatant was discarded. The pellet was resuspended in 5 mL of PBS at a concentration of 10^6^ cells/mL. To analyze intracytoplasmic and nuclear markers, cells were permeabilized with 5 μL of 0.1% Triton X-100 for 30 min before the addition of specific primary antibodies. The following markers were used to determine cell death pathways: Bax (Ab5714, Abcam Inc), Bad Ab32445, Abcam Inc), and Bcl-2 (Ab692, Abcam Inc). Antibodies for cyclin D1 (sc8396, Santa Cruz Biotechnology Inc, Santa Cruz, CA, USA) were used to determine the proliferation index. The samples were analyzed in a flow cytometer (FACSCalibur, BD, Franklin Lakes, NJ, USA), and expression of cell proliferation and cell death markers were compared with parental control cells.

Detection of the markers was followed by analysis of the cell cycle phases. In this step, the trypsinized cells were treated with 70% ice-cold ethanol containing 100 μg/mL RNase. They were then washed and incubated in PBS at 37°C for 45 minutes. The labeling was performed in a solution containing propidium iodide (PI) at a concentration of 1.8 mg/mL to assess the integrity and quantity of DNA in the cell cycle phases.

Evaluation of apoptosis was carried out using Annexin V FITC Apoptosis Detection kit I (BD) according to the manufacturer’s instructions. Cells were centrifuged and the cell pellet was suspended with binding buffer (100 μL) and then incubated with Annexin V-FITC (2 μL) and PI (2 μL) for 15 minutes, at room temperature in the dark. After incubation, 400 μL of binding buffer was added and cells were analyzed in a FACScalibur (BD) using CellQuest software for determining the percentage of apoptotic cells. A minimum of 10,000 events was acquired for each sample [26].

### Microarray analysis after knockdown of HOXB7

Total RNA derived from the inhibition of gene transcript *HOXB7* as well as from parental cells were quantified in Bioanalyzer (Agilent, Santa Clara, CA, USA). This procedure was performed in duplicate for all cell lines, which were sorted into treated and untreated with siRNA. Each reaction was prepared from 200 ng of total RNA in a volume of 1,5 μL. The guidelines of the protocol One-Color Microarray-Based Gene Expression (Agilent, Santa Clara, CA, USA) were followed with the use of Agilent Low Input Quick Amp Labeling Kit. Hybridized slides (Human 4x44K Microarray) were washed as recommended and scanned using the High-Resolution Microarry Scanner (Agilent, Santa Clara, CA, USA). Data were extracted with Agilent Technologies Feature Extraction Software version 9.5.3.

### Validation of microarray assay

Validation of microarray was performed from the analysis of E2F and RB1 mRNA expression in Mia PaCa-2 cell line by RT-qPCR. The experiment was performed as described previously.

### Statistical analysis

For analysis of *HOXB7* expression and amplification statistical tests were two-tailed, with statistical significance fixed at 0.05. Continuous variables were analyzed using Kruskal-Wallis and Mann–Whitney U nonparametric tests. Values were expressed as median, minimum and maximum values. Data were analyzed using JMP Software version 8 (SAS Institute Inc, Cary, NC, USA).

Statistical analysis of MTT and flow cytometry was performed by analysis of variance (ANOVA) with the multiple comparison test of Tukey-Kramer. Values were expressed as mean ± standard deviation, considering as significant p values < 0.05.

Analysis of data obtained from the microarray experiment was performed using the self-HT [27]. The self-self experiments were performed with duplicates untreated labeled with Cy3 (untreated lineage x untreated lineage), assuming, then, that the variability of signal in microarray experiments is dependent of the intensity and any difference in hybridization is product of experimental artifact. From the self-self, a credibility interval of 99% was established to differentiate changes in expression of technique artifact, resulting therefore in determining intensity-dependent cutoffs, which were used in the experiments non-self-self (treated lineage x untreated lineage). On the platform array, the same gene is shown more than once by different probes, therefore, three criteria have been defined for identifying genes differentially expressed: (1) each gene was represented by at least two probes; (2) more than 50% of the probes representing one particular gene presented signal after expression quality analysis; (3) there was 100% agreement between the probe signal (up regulation or down regulation). Microarray data are available through the Minimum Information About a Microarray Experiment (MIAME, accession number GSE46393).

Two lists of differentially expressed genes were generated for each cell line, one containing the upregulated genes and other presenting downregulated genes common to the experimental duplicates. Each list was annotated in categories of biological processes according to the Gene Ontology database and the analysis was performed in WebGestalt [28]. The results were seen in directed acyclic graphs to maintain the relationship between categories enriched.

Hypergeometric test was used to evaluate the categorical enrichment and as multiple categories were tested simultaneously, *p* values were adjusted according to the adjustment method of multiple test proposed by Benjamini and Hochberg [29]. The significance for enrichment analysis was fixed at 0.01. Furthermore, a minimum number of two genes were established as the cutoff required.

## Results

### HOXB7 mRNA expression in pancreatic tissue samples and cell lines

*HOXB7* mRNA expression was analyzed in 29 pancreatic ductal adenocarcinoma samples, 24 peritumoral tissue samples, 6 metastatic tissues samples, and 10 normal pancreatic tissue samples. A higher content of *HOXB7* mRNA was observed in tumoral and in metastatic tissues in comparison to normal pancreas (control) (Figure 2A). *HOXB7* mRNA overexpression was also observed in MIA PaCa-2 and Capan-1 cell lines (Figure 2B).

**Figure 2:**
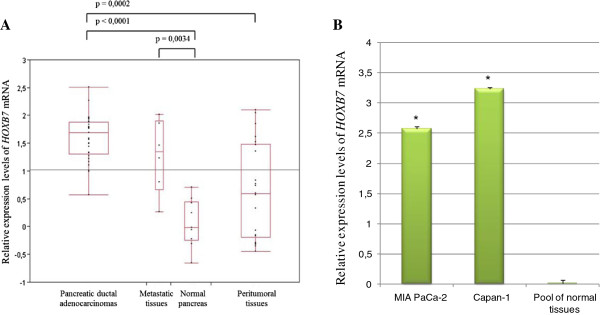
**Relative expression levels of HOXB7 mRNA.** Panel **A** depicts normalized expression values in pancreatic tissues. The horizontal line within the box plot represents the median value, the box plot limits refer to 25th to 75th percentiles, and the box plot bars include the 10th to 90th percentiles. Panel **B** indicates normalized expression values in pancreatic cell lines (MIA PaCa-2 and Capan-1) and pool of normal tissues. The experiments were carried in triplicate and are represented as mean ± standard deviation *p= 0,01.

The number of copies of *HOXB7* was determined in all tissue samples and in both cell lines with the purpose of investigate the possibility of genomic amplification. As shown in Figure 3, only two tumoral samples and the Capan-1 cell line presented more than three copies of *HOXB7* gene.

**Figure 3:**
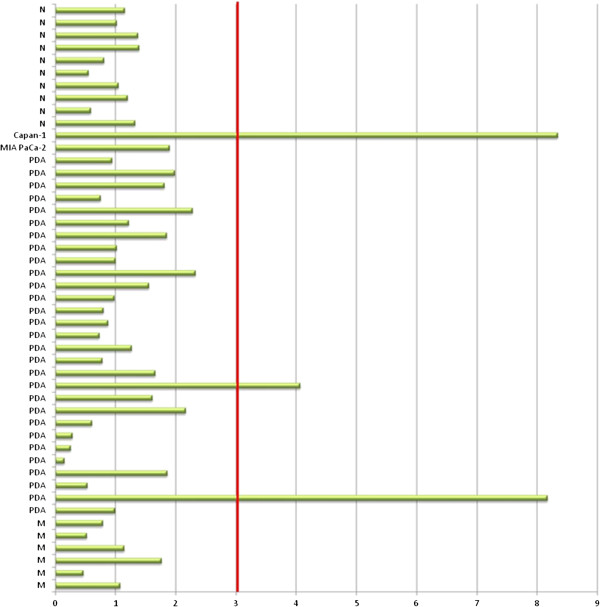
**HOXB7 gene copy number detected by quantitative PCR in pancreatic tissues and two cell lines.** Positive amplification was defined as ≥ 3 copies. N- normal pancreas; PDA- pancreatic ductal adenocarcinoma; M- metastatic tissue.

### HOXB7 silencing evaluation

The two human pancreatic cell lines MIA PaCa-2 and Capan-1 were transiently transfected with two siRNA duplexes targeting different encoding regions of human *HOXB7* mRNA, named as siRNA1 and siRNA2 or a nonspecific scrambled siRNA control. After 48 hours, the *HOXB7* mRNA and protein levels were quantified by real time RT-PCR and western blot, respectively. *HOXB7* siRNA significantly silenced the content of *HOXB7* mRNA in both pancreatic cell lines while the scrambled siRNA had no effect (Figure 4A). Approximately 96% and 65% of *HOXB7* mRNA were silenced in MIA PaCa-2 and Capan-1 cells, respectively. Western Blotting analysis also demonstrated that *HOXB7* siRNAs decreased proteins level in both cell lines (Figure 4B).

**Figure 4:**
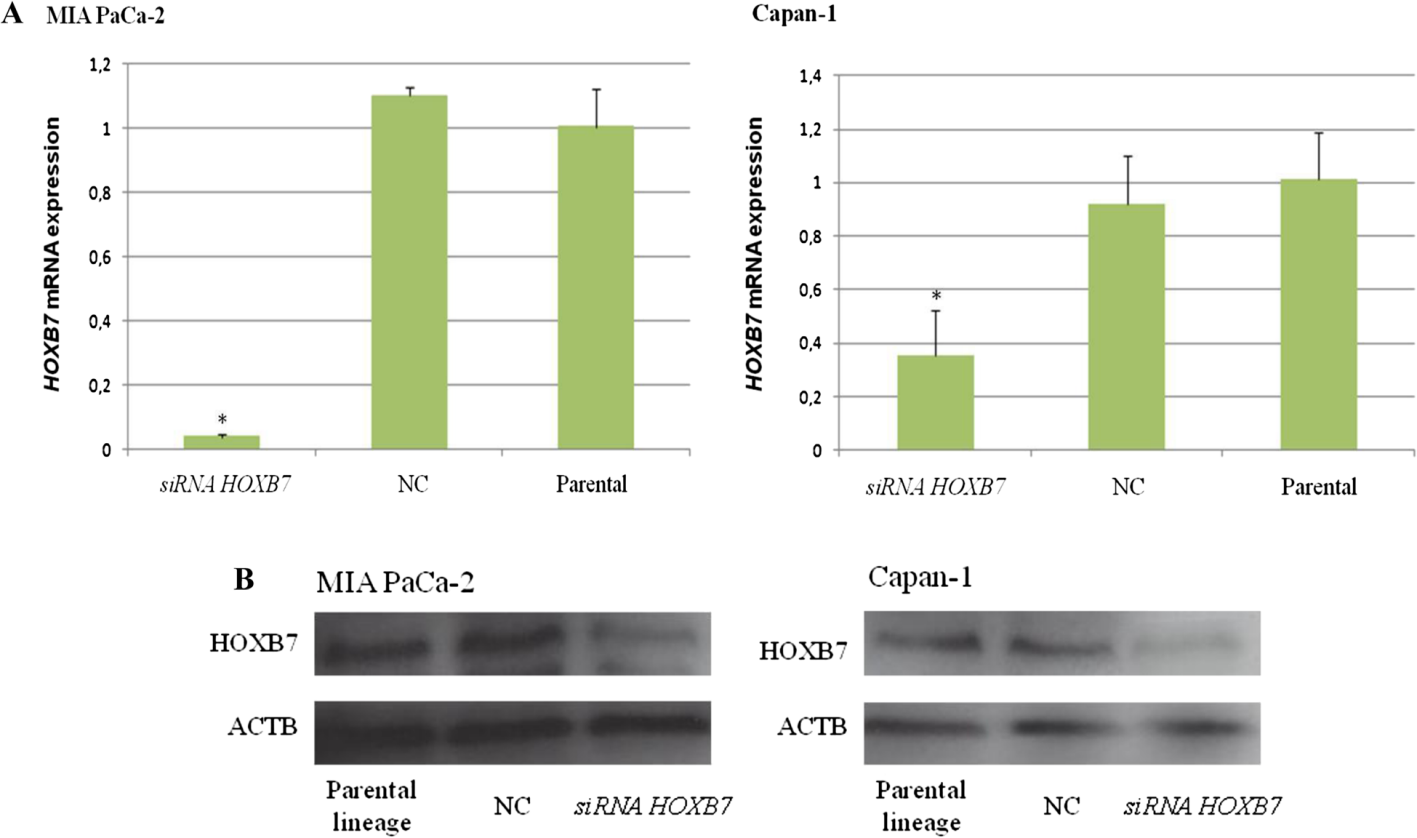
**HOXB7 gene expression 48 hours after transfection of siRNA.** Panel **A** depicts relative expression levels of HOXB7 mRNA in MIA PaCa-2 (*p=0.0270) and Capan-1 (*p=0.0003) cells lines; the experiments were carried in triplicate and are represented as mean ± standard deviation. Panel **B** depicts HOXB7 protein expression; beta-actin was used as internal control. NC- negative control.

### MTT assay

The impact of siRNA transfection on cell viability was investigated after 24, 48, and 72 hours of incubation, using the MTT assay. As shown in Figure 5, no significant differences in absorbance were observed in comparison to the parental cells.

**Figure 5:**
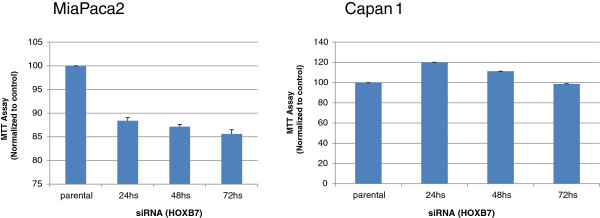
**Colorimetric assay for cell viability (MTT).** The results represent the mean ± standard error of three independent experiments and are presented after normalizing to the respective controls. No significant decreases in cell viability were observed after 24, 48 and 72 hours of HOXB7 siRNA treatment in MIA PaCa-2 or Capan-1 cell lines.

### Flow cytometric analyses of markers of proliferation and cell death

Modulation of BAX, BAD (pro-apoptotic), BCL-2 (antiapoptotic) and D1 cyclin (marker of cell proliferation) were evaluated after 48 hours of treatment with *HOXB7* siRNA. An increased in the expression of the pro-apoptotic proteins BAX and BAD was observed in both cell lines (p<0.01), while expression of BCL-2 and cyclin D1 were significantly decreased by treatment in MIA PaCa-2 cell line (p<0.01 and p<0.05 respectively) (Figure 6A). In the Capan-1 cell line, there was an increase in the expression of the pro-apoptotic BAX and BAD proteins (p<0.01 and p<0.05, respectively), but BCL-2 and D1 cyclin expression remained unchanged after treatment (Figure 6B).

**Figure 6:**
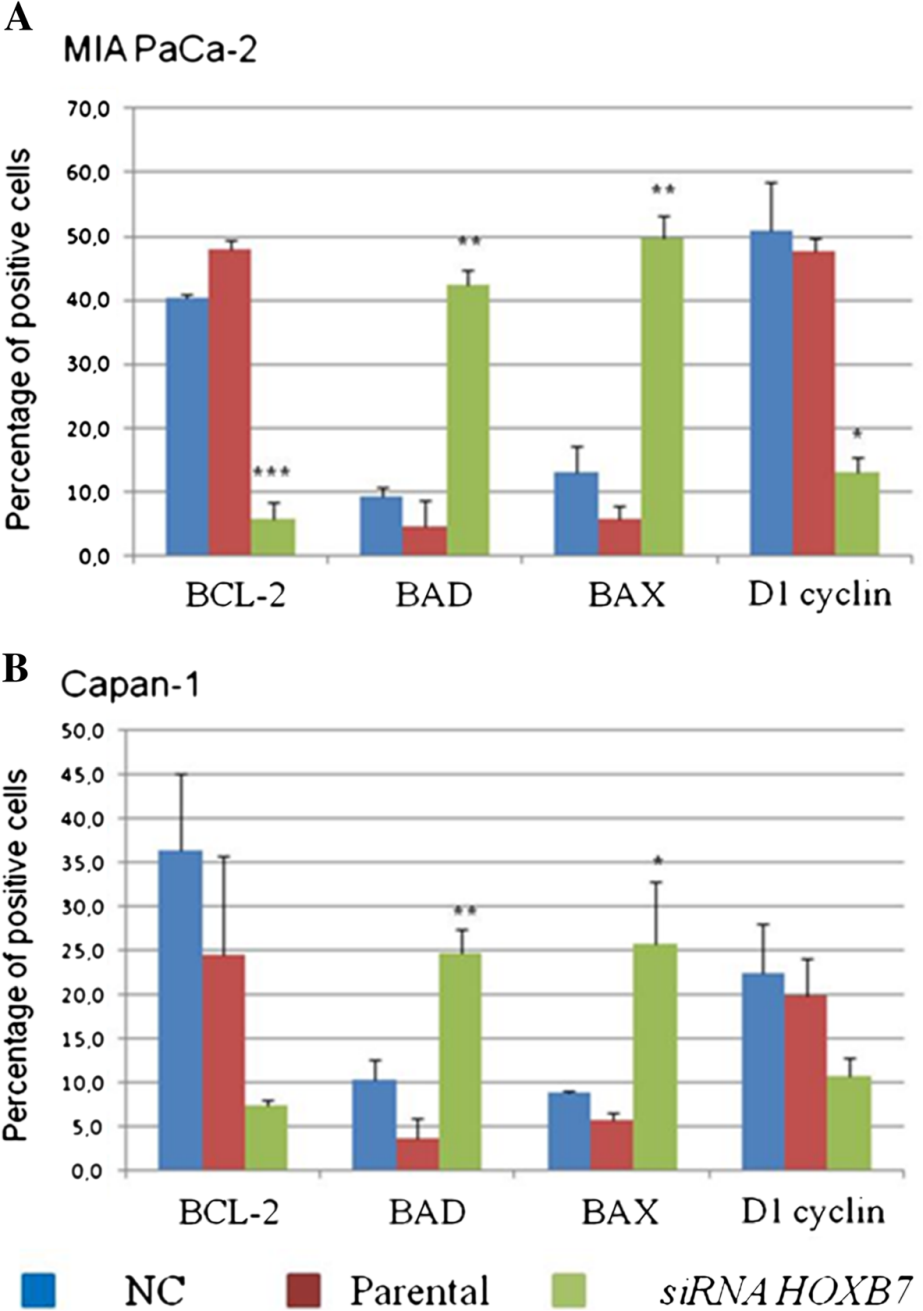
**BCL-2, BAD, BAX and D1 cyclin expression as evaluated by flow cytometry.** Panels **A** and **B** demonstrate MIA PaCa-2 and Capan-1 cells lines, respectively. The experiments were carried out in triplicate and the bars represent mean ± standard deviation. NC- negative control. * p <0.05, ** p <0.01, *** p <0.001.

Cell cycle distribution was assessed after staining fixed cells with PI and thereby cells in different phases of cell cycle were discriminated: G1, S, G2/M; siRNA-transfected cell lines vs. scrambled control and parental demonstrated an accumulation of cells in sub-G1 phase in MIA PaCa-2 (Figure 7A) and Capan-1 (Figure 7B).

**Figure 7:**
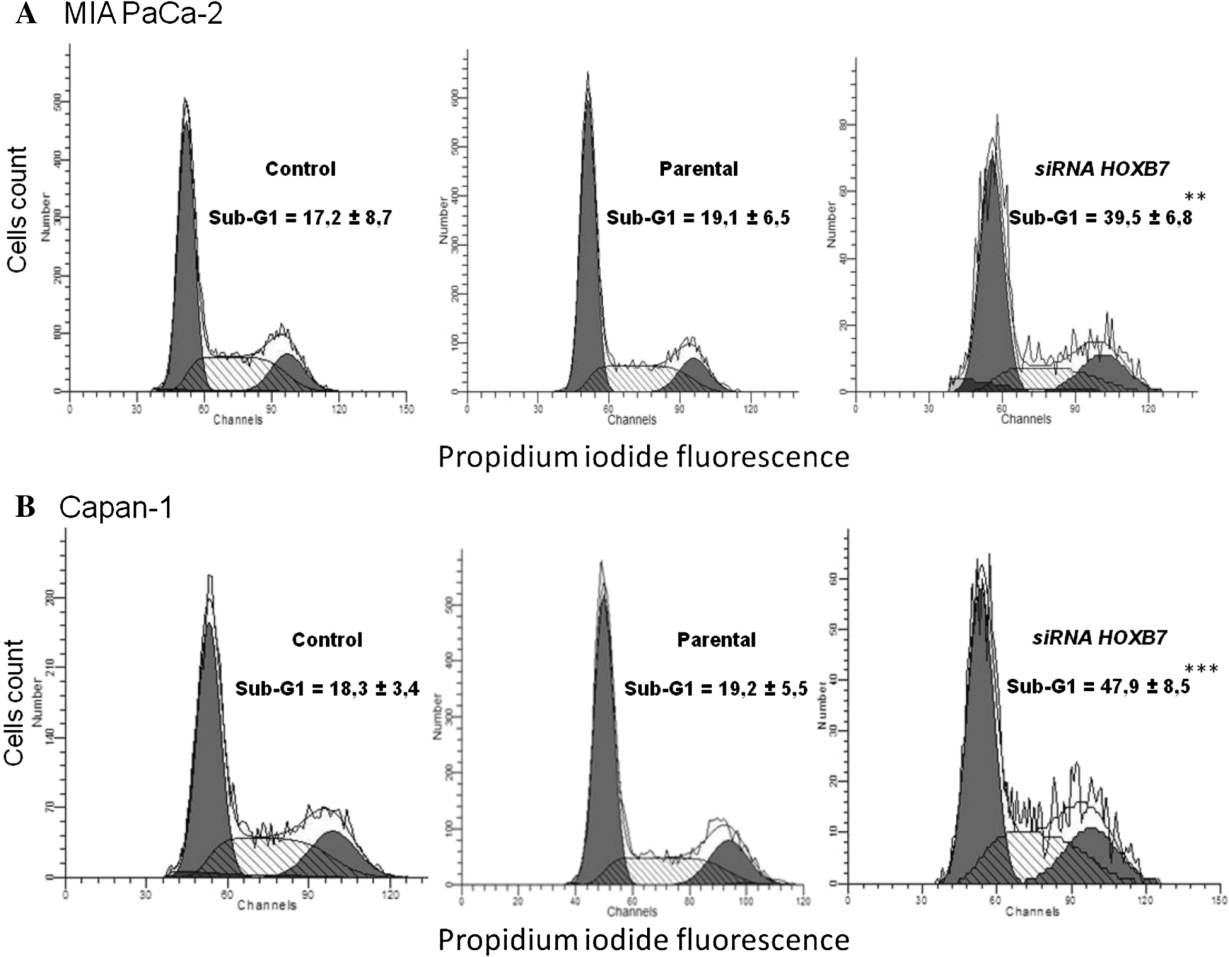
**Distribution of cell cycle phases as evaluated by flow cytometry.** Panels **A** and **B** represent MIA PaCa-2 and Capan-1 lines, respectively. **p<0.01; ***p<0.001.

The process of apoptosis was assessed 48 hours after inhibition of *HOXB7* mRNA in the two cell lines studied; only MIA PaCa-2 cell line demonstrated an increase in the percentage of apoptotic cells after treatment (Figure 8).

**Figure 8:**
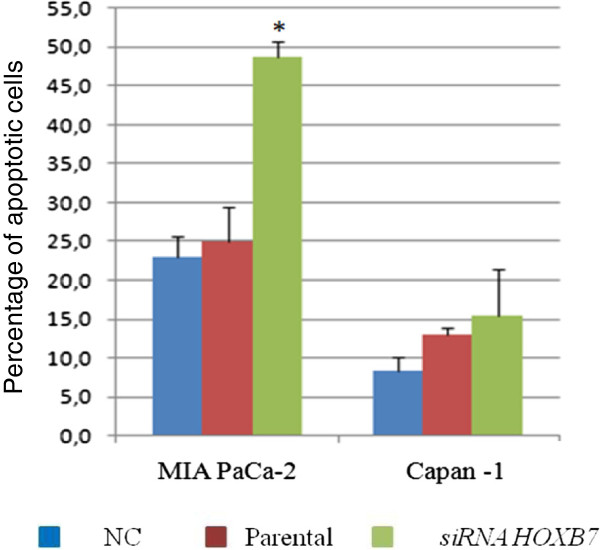
**Percentage of apoptotic cells as evaluated by flow cytometry after treatment with siRNA against to *HOXB7*.** The bars represent mean ± standard deviation. NC- negative control. * p <0.05.

### Effects of HOXB7 silencing in gene expression profile of PDAC cell lines

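Gene expression was measured on one-color Agilent arrays in MIA PaCa-2, established from a primary pancreatic tumor, and in Capan-1, established from a hepatic metastasis. For each cell line there were 2 arrays of cells collected 48 hours after transfection with HOXB7 siRNA at 10 nM and 2 arrays of parental cells. None of the 8 arrays is of cells given the scrambled siRNA, and the labels do not name the siRNA duplex used. The authors deposited the background-subtracted intensity of every spot from the Feature Extraction software and a table of the log2 of this intensity, neither scaled between arrays. Each array held 34127 different gene probes on 43118 spots. The software called between 71.9% and 73.0% of these spots well above background on the MIA PaCa-2 siRNA arrays and between 69.2% and 74.3% on its parental arrays. In Capan-1 the range was 70.8% to 72.4% on the siRNA arrays and 70.7% to 73.2% on the parental arrays. Here, the log2 intensities of spots without an outlier flag were averaged for each probe, and each array's 75th percentile was subtracted. Before that step the siRNA arrays were dimmer than the parental arrays, with a difference of -0.22 in the log2 75th percentile in MIA PaCa-2 and of -0.16 in Capan-1. By replicate, it was 7.95 and 8.02 on the siRNA arrays and 8.36 and 8.04 on the parental arrays of MIA PaCa-2. In Capan-1 it was 7.97 and 8.05 against 8.05 and 8.28. Most of each difference thus came from 1 parental array, replicate 1 of MIA PaCa-2 and replicate 2 of Capan-1. Fold changes of siRNA-treated against parental cells were tested with limma (two-sided, Benjamini-Hochberg adjusted p under 0.05) in one fit of all 8 arrays. A probe was tested when it was well above background on both arrays of at least 1 of the groups compared. With 2 arrays per group, an exact permutation test of a single gene within a cell line cannot give a p under 0.33, so the p-values rest on a spread shared between genes and between both cell lines. Each cell line lay on a slide of its own, with the siRNA arrays at positions 1 and 2 and the parental arrays at positions 3 and 4. The slide therefore cannot be told apart from the cell line, nor the position on the slide from the treatment. HOXB7, the siRNA target, has 1 probe on 1 spot, at 44039988 to 44040047 of chromosome 17 (hg18). In MIA PaCa-2 its log2 intensity relative to the 75th percentile was -7.77 ± 0.014 (SD, n = 2) on the siRNA arrays and -4.46 ± 0.51 (SD, n = 2) on the parental arrays. The log2 fold change was -3.32 (standard error 0.26, limma adjusted p = 0.0173). Since neither siRNA array was well above background, the fall was also computed against the lowest intensity called well above background on each, which gave at least 2.47-fold. In Capan-1, where all 4 arrays were well above background, HOXB7 changed from -2.41 ± 0.10 (SD, n = 2) to -5.03 ± 0.32 (SD, n = 2), a log2 fold change of -2.62 (standard error 0.26, limma adjusted p = 0.121). The alternative that moved HOXB7 most was a normexp background correction, which gave log2 fold changes of -0.098 in MIA PaCa-2 and -0.66 in Capan-1. That correction adds an offset of 50 to each corrected intensity. In MIA PaCa-2 HOXB7 read only 11.62 and 15.38 on the parental arrays and 1.135 and 1.175 on the siRNA arrays. At such intensities the offset makes any fold change small, so the value of -0.098 does not measure the fall. The adjusted p of HOXB7 in MIA PaCa-2 was between 0.0204 and 0.0830 with 1 array left out and 0.205 when this cell line was fitted alone.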

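In MIA PaCa-2, 23711 probes of 19218 genes were tested with limma. After HOXB7 siRNA, 215 genes were lower and 225 genes were higher, and 1 more gene had probes past the threshold in both directions. At an unadjusted p under 0.05, 2340 probes were lower and 2520 were higher. These counts rest on the spread shared with Capan-1: with MIA PaCa-2 fitted alone by limma, 0 genes were past the threshold in either direction, with 1731 probes lower and 1894 higher at an unadjusted p under 0.05. Leaving out 1 array at a time gave between 1 and 75 lower genes and between 2 and 132 higher genes, the lowest of each when any 1 Capan-1 array was left out. An intensity trend in the spread raised the counts most, to 654 lower and 559 higher genes. Among genes past the threshold and well above background on all 4 arrays of the cell line, the largest fall was in FGF2, with a log2 fold change of -2.15 (standard error 0.15, limma adjusted p = 0.0167) while its other probe fell into the background on both siRNA arrays, at least 3.45-fold lower. The next largest log2 fold changes were -1.71 for ANKRD2, -1.61 for TCAIM, -1.49 for GFPT1 and -1.44 for PTAR1, while the other probe gave -0.16 for TCAIM, -0.28 for PTAR1 and -0.014 for GFPT1, where it is the brighter probe. The largest rise was in IFI27, with a log2 fold change of 2.09 (standard error 0.098, limma adjusted p = 0.00564), followed by 1.96 for LINC02817, 1.78 for LMCD1, 1.56 for CH25H and 1.47 for LOC145845. In each of these genes both siRNA arrays lay on the same side of both parental arrays, as required for being named. The authors' rule was also rebuilt from their methods. The log2 ratios of both parental arrays, ordered by intensity in a sliding window of probes, gave an interval holding 99% of them, whose upper limit at the median intensity was 1.30. A probe was called when the siRNA array lay outside this interval on the same side in both duplicates, and the gene criteria were then applied with every probe with signal called in the same direction. Of 3714 genes with enough probes and signal, 2 were called lower (HYI and SSB) and 3 higher (FAM222B, FAM27A and YBX3), named after their values were seen because they are so few. When genes with a single probe were also allowed, 40 genes were lower and 40 were higher.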

In MIA PaCa-2, 679 genes were identified as downregulated after *HOXB7* silencing in comparison to parental cells. 

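Gene Ontology annotation was not used here, and 8 lists of genes, fixed by symbol before the data were examined, were tested in their place with limma's camera (preset correlation between genes of 0.01, two-sided, adjusted over all lists and both cell lines). Lists that stand beside the chromatin category are given here, and those for the proteasome and the cell cycle with the statements on these processes. In MIA PaCa-2, 89 chromatin remodelers and histone modifiers had a median log2 fold change of -0.016, with 48 genes lower and 41 higher (camera adjusted p = 0.374, fry adjusted p = 0.359). For 73 histone genes the median was 0.013 and the mean was -0.030, opposite in sign, with 36 genes lower and 37 higher (camera adjusted p = 0.434, fry adjusted p = 0.823), and the median was -0.20 without scaling between arrays and -0.083 with scaling to the spike-in probes. H2AC25 alone among the histone genes was past the threshold, with a log2 fold change of -0.74 (limma adjusted p = 0.0315), and the count adjusted over the list alone was also 1. Under the normexp background correction the histone list as a whole was past the camera threshold (adjusted p = 0.00973), and over all alternatives its adjusted p lay between 0.00973 and 0.737. When camera estimated the correlation between genes from the arrays, none of the 8 lists was past the threshold in either cell line, with a lowest adjusted p of 0.200.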

The genes were grouped into different categories according to the biological process (Table 1). 

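In Capan-1, 23367 probes of 18930 genes were tested. With limma, 0 genes were lower and 1 gene was higher after HOXB7 siRNA, against 1541 probes lower and 1367 higher at an unadjusted p under 0.05. The gene past the threshold was CCL3, at 31439718 to 31439777 of chromosome 17 (hg18), with 1 probe. Its log2 intensity relative to the 75th percentile rose from -0.29 ± 0.12 (SD, n = 2) to 1.92 ± 0.18 (SD, n = 2), a log2 fold change of 2.21 (standard error 0.12, limma adjusted p = 0.0408), and both siRNA arrays lay above both parental arrays. With 1 array left out its adjusted p ranged from 0.0337 to 0.210, so this single call depends on which arrays are used. Leaving out siRNA replicate 2 of Capan-1 gave 6 lower and 12 higher genes, the highest counts among the arrays left out. Of the alternatives that kept all 8 arrays, the normexp background correction gave the most genes, 34 lower and 43 higher. With each cell line fitted alone, limma called 0 genes in either line. At an unadjusted p under 0.05 it then gave 1948 probes lower and 1812 higher in Capan-1, against 1731 and 1894 in MIA PaCa-2. The larger number of genes called in MIA PaCa-2 thus rests on the spread shared by both lines. By the interval of the parental arrays, whose upper limit at the median intensity was 1.13 in this cell line, 0 genes were lower and 10 were higher: AKR1B10, AKR1C1, CCL3L3, CCNG1, CXCL10, IFIT2, MKNK2, PNRC2, POLR3G and SNRNP40. These genes were also named after their values were seen. At the 75th percentile of intensity the upper limit was 0.363 in Capan-1, against 0.749 in MIA PaCa-2. For bright probes smaller changes were thus called in Capan-1, so the counts of the lines by this rule are not on the same scale. The first 2 gene criteria left 3685 genes, and counting genes with at least 1 called probe in place of all raised the numbers to 51 lower and 82 higher. None of the genes called by this rule was called in MIA PaCa-2.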

On the order hand, 12 genes were downregulated and 96 were upregulated in treated Capan-1 cell line compared to parental cells, which were not grouped due to the established statistical cut.

**Table 1:** Biological processes associated with HOXB7 transcript inhibition in MIA PaCa-2 cell lineage

**Biological process**	
Cellular macromolecular complex assembly	C=336;O=32;E=13.19;R=2.43;rawP=3.34e-06;adjP=0.0012
Macromolecular complex subunit organization	C=741;O=55;E=29.09;R=1.89;rawP=3.63e-06;adjP=0.0012
Macromolecular complex assembly	C=672;O=51;E=26.38;R=1.93;rawP=4.49e-06;adjP=0.0012
Organelle organization	C=1339;O=87;E=52.57;R=1.66;rawP=1.38e-06;adjP=0.0012
Cellular macromolecular complex subunit organization	C=396;O=36;E=15.55;R=2.32;rawP=2.42e-06;adjP=0.0012
Protein complex assembly	C=520;O=42;E=20.41;R=2.06;rawP=7.28e-06;adjP=0.0014
Protein complex biogenesis	C=520;O=42;E=20.41;R=2.06;rawP=7.28e-06;adjP=0.0014
Cellular protein complex assembly	C=184;O=21;E=7.22;R=2.91;rawP=1.12e-05;adjP=0.0019
Proteasomal ubiquitin-dependent protein catabolic process	C=107;O=15;E=4.20;R=3.57;rawP=1.79e-05;adjP=0.0022
Proteasomal protein catabolic process	C=107;O=15;E=4.20;R=3.57;rawP=1.79e-05;adjP=0.0022
Interspecies interaction between organisms	C=280;O=27;E=10.99;R=2.46;rawP=1.56e-05;adjP=0.0022
Cell cycle	C=895;O=60;E=35.14;R=1.71;rawP=2.98e-05;adjP=0.0033
Amine biosynthetic process	C=78;O=12;E=3.06;R=3.92;rawP=4.83e-05;adjP=0.0050
Positive regulation of ubiquitin-protein ligase activity	C=67;O=11;E=2.63;R=4.18;rawP=5.37e-05;adjP=0.0052
Positive regulation of ligase activity	C=70;O=11;E=2.75;R=4.00;rawP=8.13e-05;adjP=0.0073
Chromatin organization	C=364;O=30;E=14.29;R=2.10;rawP=0.0001;adjP=0.0084

C- Reference genes in the category, O- number of genes in the gene set and also in the category, E- expected number in the category, R- ratio of enrichment, rawP- p value from hypergeometric test, adjP- p value adjusted by the multiple test adjustment.

### Downregulation of E2F and RB1 genes in MIA PaCa-2 after HOXB7 silencing

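RB1 and E2F1 are each represented by 1 probe on 10 spots, RB1 at 47953846 to 47953905 of chromosome 13 and E2F1 at 31727650 to 31727709 of chromosome 20 (hg18). In MIA PaCa-2 the log2 intensity of RB1 relative to the 75th percentile was 1.18 ± 0.11 (SD, n = 2) after siRNA and 1.46 ± 0.061 (SD, n = 2) in parental cells. The log2 fold change was -0.28 (standard error 0.091, limma adjusted p = 0.172, unadjusted p = 0.0230), and both siRNA arrays lay below both parental arrays. The paper does not state which E2F was measured, so E2F1 to E2F8 are all given, by the brightest probe of each. E2F1 had a log2 fold change of -0.19 (standard error 0.095, limma adjusted p = 0.321), and E2F7 of -0.41 (standard error 0.082, limma adjusted p = 0.0700), with its fainter probe not above background in this cell line. The log2 fold change was 0.24 for E2F2, -0.29 for E2F3, -0.34 for E2F4, -0.10 for E2F5, -0.045 for E2F6 and -0.060 for E2F8, with adjusted p between 0.221 and 0.881. The other probes of E2F6 rose by 0.25 and 0.086, the latter falling by 0.13 without scaling between arrays and by 0.011 with scaling to the spike-in probes, and the other probe of E2F3 gave -0.092. With 1 array left out E2F4 ranged from -0.66 (without parental replicate 2) to -0.023 (without parental replicate 1) and E2F3 from -0.48 (without parental replicate 1) to -0.10 (without parental replicate 2). E2F5 and E2F8 were above 0 with the normexp background correction (0.058 and 0.057), E2F6 (0.021) and E2F8 (0.066) were above 0 without siRNA replicate 2, and E2F8 was also above 0 without parental replicate 2 (0.12). The adjusted p of RB1 lay between 0.0824 and 0.417 over all alternatives. The adjusted p of E2F7 lay between 0.0400 and 0.321, under 0.05 when probes had to be well above background on all 8 arrays (0.0417) and with an intensity trend in the spread (0.0400). By the interval of the parental arrays RB1 and E2F1 could not be called under a criterion of at least 2 different probes, and they were not called when spots were counted in place of probes.

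**Figure D1:**
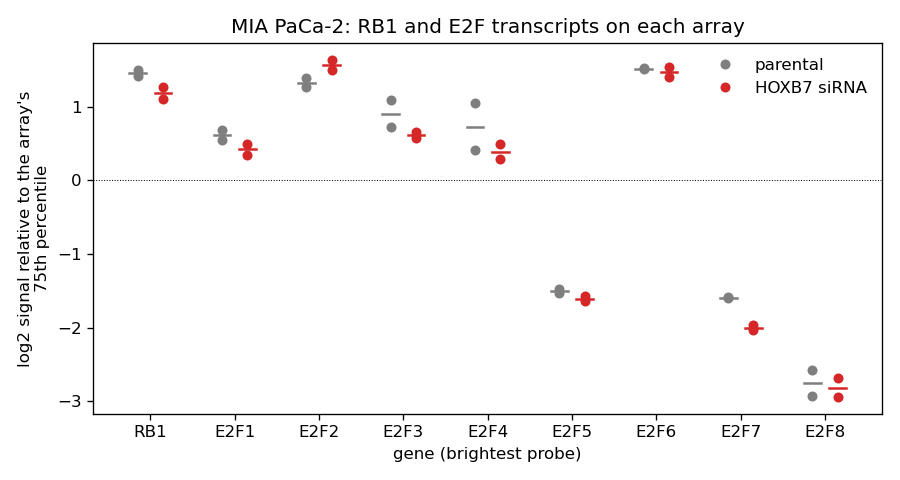
Log2 intensity of RB1 and of E2F1 to E2F8 in MIA PaCa-2, relative to the 75th percentile of each array, by the brightest probe. Each point is an array, gray for parental cells and red for HOXB7 siRNA, and each bar the mean of 2 arrays. The siRNA mean lies below the parental mean for every gene but E2F2, and with the normexp background correction E2F5 and E2F8 lie above it as well.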

Among the downregulated genes in MIA PaCa-2 after inhibition of *HOXB7*, we validated the RB1 and E2F transcript expression. As shown in Figure 9, the two downregulated genes were confirmed by quantitative real time PCR.

**Figure 9:**
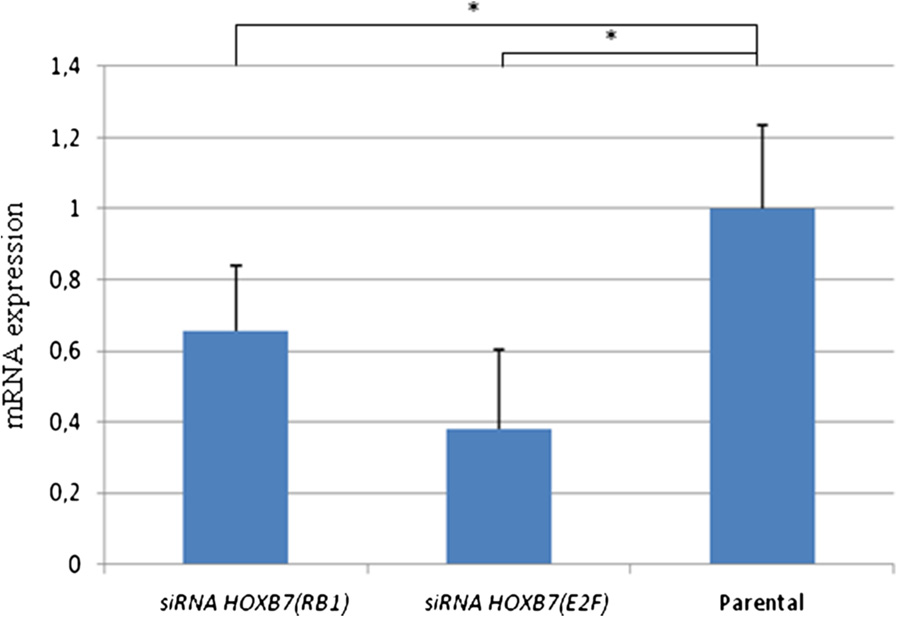
**Validation of microarray assay by qRT-PCR.** RB1 and E2F gene relative expression 48 hours after transfection of HOXB7-specific siRNA. The experiments were carried in triplicate and are represented as mean ± standard deviation *p <0,05.

## Discussion

The main findings of the present study was confirmation of *HOXB7* mRNA overexpression in PDAC as well as the demonstration that its knockdown in two human PDAC cell lines increases expression of the pro-apoptotic proteins BAX and BAD, elicits an accumulation of cells in the sub-G1 phase and modulates cellular gene expression profile.

Nguyen et al. [20] have previously demonstrated overexpression of *HOXB7* mRNA in PDAC, which was positively correlated with lymph node metastasis and considered a predictor of poor prognosis. In that study, knockdown of *HOXB7* by siRNA in the pancreatic cell lines BxPC3, MIA PaCa-2 and PANC1 resulted in decreased invasion but it did not influence cell proliferation or viability as evaluated by the MTT assay [20]. This latter result was also observed in the present study, concomitantly with increased apoptosis as evaluated by flow cytometry in MIA Paca-2 cell line. These apparent discrepant results between the MTT assay and flow cytometry may reflect limitations of the MTT assay, since the metabolic activity measured by this methodology may be changed by different conditions or chemical treatments [30].

Knockdown of *HOXB7* mRNA promoted an increase in the expression of the pro-apoptotic BAD and BAX proteins in both studied cell lines, but the pattern of expression of the anti-apoptotic BCL2 protein differed between them: in MIA PaCa-2, there was a reduction in BCL2 expression, while no significant changes were detected in the Capan-1 cell line. Additionally, downregulation of cyclin D1 also took place only in MIA PaCa-2 cells. The sum of these events may explain the increased apoptosis induced by *HOXB7* siRNA only in MIA Paca-2 cell line.

MIA PaCa-2 and Capan-1 cell lines are derived from pancreatic cancer and we have evaluated both because the first was established from a primary tumor [31] while Capan-1 derived from a hepatic metastasis [32]. They are known to present distinct phenotypic and genotypic characteristics, such as adhesion, invasion, migration, and expression status of commonly altered genes (*KRAS*, p53, p16, and *SMAD4*) [33]. Thus, it is not surprising that these cell lines may exhibit distinct behaviors, as already described in other experimental conditions [33].

According to Hyman et al. gene amplification may be an important mechanism underlying the increased expression of *HOXB7* in breast cancer. However, gene amplification was detected in only 10% of the tested samples [34]. The analysis of *HOXB7* gene copy number in the present study suggests that its increased expression in PDAC does not result from gene amplification, which was identified in only two tumoral samples and in the Capan1 cell line. It is possible that overexpression of *HOXB7* is linked to epigenetic events, which have already been described for other *HOX* family members [35].

Regardless of the mechanism by which *HOXB7* mRNA expression is upregulated in PDAC, we have demonstrated that its knockdown increases apoptosis and also modulates several biological processes only in MIA PaCa-2. 

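Whether HOXB7 siRNA acted differently in the cell lines was tested as the difference between both log2 fold changes, MIA PaCa-2 minus Capan-1, in the same limma fit. Of 20628 genes tested, 2 were past the threshold, against 1246 probes lower and 1580 higher at an unadjusted p under 0.05. OR10R3P, at 156729807 to 156729866 of chromosome 1 (hg18), had a log2 fold change of -2.16 in MIA PaCa-2 and 0.56 in Capan-1, a difference of -2.72 (limma adjusted p = 0.0233), and was not well above background on the MIA PaCa-2 siRNA arrays. LOC401098, at 161652207 to 161652266 of chromosome 3 (hg18), was well above background only on the MIA PaCa-2 siRNA arrays, at least 6.68-fold higher than on the parental arrays, and had a fitted difference of 4.89 (limma adjusted p = 0.0490). The next smallest adjusted p were 0.0859 for IFI27, with a difference of 1.88, and 0.0909 for CCL3, with a difference of -1.94, and for ARAP2, which was not well above background on the MIA PaCa-2 parental arrays and rose at least 3.59-fold there. Other genes share this adjusted p of 0.0909, among them the interferon-stimulated genes IFIT1 and OASL, with differences of -1.37 and -1.33, named after their values were seen. The number of genes past the threshold ranged from 0 to 24 with 1 array left out, and was 49 with the normexp background correction, the most of any alternative. Across 17495 genes, which are not independent replicates, the log2 fold changes of the cell lines correlated with a Pearson r of 0.278 and a Spearman rho of 0.313, and no p is given. Of the 213 probes called lower in MIA PaCa-2 and tested in Capan-1, 168 (78.9%) were also lower in Capan-1, against 62.2% of all probes that were lower in MIA PaCa-2. Of the 212 called higher, 166 (78.3%) were also higher in Capan-1, against 60.9% of all probes that were higher. The paper grouped the genes of MIA PaCa-2 by process, and gives its statistical cut as the reason for not grouping those of Capan-1. It states that several biological processes were modulated only in MIA PaCa-2.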

Some of the identified biological processes were already described as affected by *HOX* genes in other cell types. For instance we have observed downregulation of genes belonging to proteasomal ubiquitin-dependent catabolic protein process whereas Wang et al. [36] reported that upregulation of *HOXA10* in myeloid cells enhances the protein-dependent ubiquitination of the ubiquitin ligase Triad-1.

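Of 47 genes of the proteasome and its associated factors, which include assembly chaperones and regulators, 38 were lower and 9 higher in MIA PaCa-2 after HOXB7 siRNA, with a median log2 fold change of -0.077 against 0.019 for all genes (camera adjusted p = 0.0201). The fry test, which has no preset correlation, gave an adjusted p of 0.194. The camera adjusted p rose to 0.0622 without siRNA replicate 2 and to 0.161 without parental replicate 2, and over all alternatives it lay between 1.83e-06 and 0.161. No single gene of this list was past the limma threshold, and the count adjusted over the list alone was also 0. The subunits and coactivators of the anaphase-promoting complex, a ubiquitin ligase of the cell cycle, had a median of -0.081 over 16 genes, of which 11 were lower (camera adjusted p = 0.0369, fry adjusted p = 0.0681). Of random lists matched on mean level, added after the lists had been tested, 9.31% were as low as this complex in MIA PaCa-2. For the proteasome and its associated factors 0.24% were as low. ANAPC15 was past the threshold with a log2 fold change of -0.70 (limma adjusted p = 0.0300). The camera adjusted p of this complex was 0.102 after quantile normalization and lay between 0.000899 and 0.153 over all alternatives, 0.153 without parental replicate 2. ARIH2, which encodes Triad-1, had a log2 fold change of 0.0031 (standard error 0.087, limma adjusted p = 0.991), and 0.028 on its other probe, and without scaling between arrays these were -0.21 and -0.19.

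**Figure D2:**
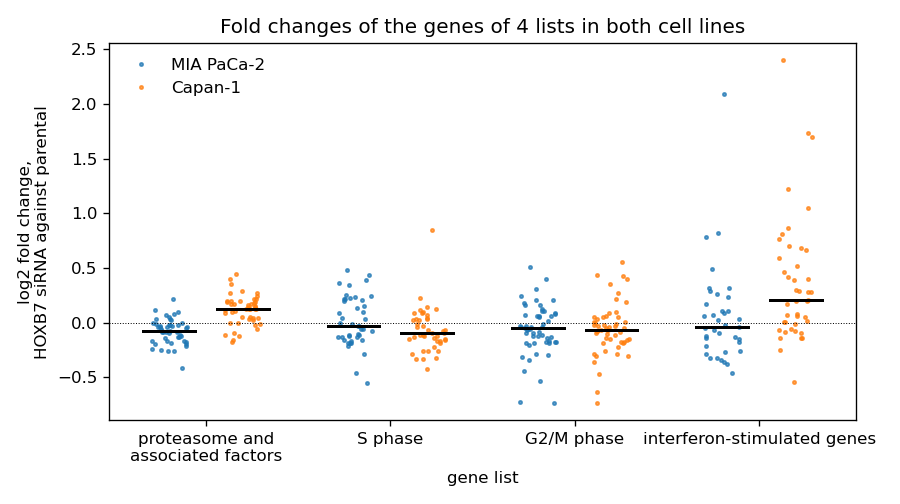
Log2 fold change of HOXB7 siRNA-treated against parental cells for the genes of 4 lists. Each point is a gene, blue in MIA PaCa-2 and orange in Capan-1, and each black bar the median of the list. The median of the genes of the proteasome and its associated factors is -0.077 in MIA PaCa-2 and 0.13 in Capan-1, where it is below 0 without scaling between arrays (-0.031) and with scaling to the spike-in probes (-0.16).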

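For the cell cycle, the S phase and G2/M phase lists were tested in MIA PaCa-2. The 43 S phase genes had a median log2 fold change of -0.027 and a mean of 0.012, opposite in sign, with 24 genes lower and 19 higher (camera adjusted p = 0.799, fry adjusted p = 0.978). Without siRNA replicate 2 their median relative to that of all genes changed from -0.046 to 0.031. The 54 G2/M phase genes had a median of -0.052, with 34 genes lower and 20 higher (camera adjusted p = 0.105, fry adjusted p = 0.194). The camera adjusted p of this list ranged from 8.32e-05 with the normexp background correction to 0.854 with parental replicate 2 of MIA PaCa-2 left out, and it was 0.00623 without parental replicate 1. BIRC5 and CBX5 of the G2/M phase list were past the threshold, with log2 fold changes of -0.72 (limma adjusted p = 0.0288) and -0.74 (limma adjusted p = 0.0317), and no S phase gene was. Adjusted over the list alone, the counts were also 2 for the G2/M phase list and 0 for the S phase list. The differences between the cell lines, tested with camera, were 0.083 for the S phase list (adjusted p = 0.0908) and -0.029 for the G2/M phase list (adjusted p = 0.688), the latter 0.16 with scaling to the spike-in probes and 0.0067 after quantile normalization.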

We have also shown that suppression of *HOXB7* mainly caused an imbalance in the cell cycle, especially in MIA PaCa-2 cell line, which presented not only downregulation of genes associated with cell cycle in the microarray, but also a reduction of expression of Cyclin D1 in the flow cytometry analysis. This event was also reported by Liao et al. [19], who detected downregulation of cyclin D1 and up-regulation of p27 after *HOXB7* gene silencing with consequent blocking G1-S. Here, we showed *E2F* and retinoblastoma B1 (*RB1*) wich are essential for the G1-S transition. These downregulated transcripts were identified by microarray and confirmed by quantitative real time PCR.

Understanding the molecular abnormalities involved in the pathogenesis of PDAC may reveal new targets for therapy and inhibition of mRNA expression mediated by siRNA can be used to unravel the role of specific genes in the tumorigenic process. In this sense, in the present study, the inhibition of *HOXB7* expression in MIA PaCa-2 and Capan-1 cell lines corroborated the participation of this homeobox gene in the development of PDAC, reinforcing the need for further investigation.

Although the chemotherapeutic agent gemcitabine represents the standard for pancreatic cancer treatment, its use is far from ideal, as prolonged exposure leads to drug resistance. This is a major cause of treatment failure for pancreatic adenocarcinoma and novel therapeutic approaches are needed [37,38]. The use of RNA interference as a therapeutic modality has generated great expectations, however, finding a way to efficiently deliver it to cancer cells is challenging. The inhibition of *HOXB7* by RNA interference in PDAC could be a promising target to be used in combination with conventional chemotherapy.

## Conclusions

*HOXB7* is overexpressed in pancreatic adenocarcinomas and in the two studied pancreatic cell lines; the siRNA assay suggests that *HOXB7* is involved in pancreatic cell proliferation and apoptosis. *HOXB7* is another component of the extensive network of molecules involved in the pathobiology of pancreatic cancer and might constitute a promising target for future biological therapies.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

RRG designed the study and wrote the manuscript, TC performed most of the experiments with help from MAHZF, RDP and VdJRdP contributed to western blot and bioinformatics analyses, DMA contributed in flow cytometry analyses, MSK provided the tumoral samples, TB performed surgical procedures, MLCG, HMB and EMN critically revised the manuscript and made many conceptual suggestions. All authors read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1471-2407/13/451/prepub

How the deposited data were processed for this re-analysis (not part of the article)

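RNA from MIA PaCa-2 and Capan-1 cells was measured on one-color Agilent arrays, with 2 arrays of HOXB7 siRNA-treated cells and 2 of parental cells per cell line. The authors scanned each array and used the Feature Extraction software to subtract the background and detrend within the array, and they deposited for each array the resulting intensity of every spot, with its outlier flags and background calls. They also deposited a table of the log2 of this intensity for the spots that are not controls, which equals the intensities on every array after the change of scale, so no scaling between arrays had been applied. The array positions and slides were read from the deposited scans.

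The log2 intensities of the spots of a probe without an outlier flag were averaged, and the 75th percentile over the gene probes of each array was subtracted. Of 34127 probes, 26103 have a gene symbol, 24827 of them matched through the accession, and the remaining probes keep the name in the deposited annotation, giving 27363 genes. A single probe represents 21827 genes (79.8%), 5536 have at least 2 probes, and 999 probes lie on 10 spots each. A probe was tested when well above background on both arrays of at least 1 group compared.

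The median spot intensity was 39.9 on the MIA PaCa-2 siRNA arrays, 39.5 to 49.5 on its parental arrays, 43.1 to 43.7 on the Capan-1 siRNA arrays and 45.0 to 54.0 on its parental arrays. Where a group was not well above background, the fold change was computed against the lowest intensity called well above background on each of its arrays (at least). A value above that intensity was kept as it was. The call is made for each spot, and a spot above that intensity can fail it, so this bound is approximate. It also leaves out the spread between the arrays of the other group, and the fitted value is not a bound.

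Group means of cell line and treatment were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), and siRNA-treated against parental cells in each line, and the difference between both, were tested two-sided at a Benjamini-Hochberg adjusted p under 0.05. A gene was counted as lower or higher when at least 1 of its probes passed in that direction and none in the other. Tables were read with data.table 1.17.8, and the interval of the parental arrays, the tables and the figures were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9. The interval holds 99% of the log2 ratios of both parental arrays, taken in both orders, in a sliding window of the probes nearest in intensity. The paper does not state the window, the normalization or the pairing of duplicates, so these were set here and varied.

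Genes are named when the paper names them, or when they are among the 5 largest falls or the 5 largest rises of a cell line past the limma threshold, well above background on its 4 arrays and with both siRNA arrays on the same side of both parental arrays. Also named are members of the lists past the limma threshold and genes with the smallest adjusted p for the difference between the lines. Genes named only after their values were seen are marked as such. The brightest probe is given first for genes the paper names, and the probe past the threshold for the others. The lists are S phase, G2/M phase, the proteasome with its assembly factors and regulators, the anaphase-promoting complex, chromatin remodelers and histone modifiers, histones, cytosolic ribosomal proteins and interferon-stimulated genes, each tested with camera at a preset correlation of 0.01, with fry and with camera at an estimated correlation. Under the alternatives a list is described by its median relative to the median of all genes, a measure chosen after the medians under each scaling had been seen. Random lists matched on mean level (10000 draws from 20 intensity classes) were added after the lists had been tested, and they ignore correlation between genes of a list.

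The steps were tested on simulated data in the same design. With 200 of 25446 probes changed by 1 on the log2 scale, limma recovered 39% in MIA PaCa-2 and 29.5% in Capan-1, and with a change of 2 it recovered 83.5% and 91%. With nothing changed it called 0 probes. The noise was drawn independently for each probe, from the spread that limma itself had fitted, equal in all groups. These values therefore hold under limma's own assumptions and do not show how many calls on the real arrays are false. For the interval rule, 200 of 27363 genes were changed, with noise drawn from the parental pair independently for each probe. Drawn from the 3714 and 3685 genes of MIA PaCa-2 and Capan-1 with at least 2 probes, most of them with signal, 37% and 54.5% were recovered at a change of 1, and 82% and 77.5% at 2. Drawn from all genes, 6.5% and 7% were recovered at 1, and 11.5% and 9% at 2. A list of 50 among 20558 genes, shifted by 0.3, had a camera p of 2.33e-21 and a fry p of 3.67e-05. Its genes were also drawn independently, so lists of correlated genes were not simulated.

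The alternatives were the background correction (normexp with an offset of 50), the scaling between arrays (quantile, none, spike-in probes), outlier spots, the table of log2 values, the filter on dim probes, each cell line alone, the replicate number as a block, an intensity trend in the spread, a minimum log2 fold change of 1, and each array left out, where a lone array is assumed to vary like the other groups. For the interval they were its width, window, pair of arrays, scaling, pairing and gene criteria. Results from quantitative PCR, Western blots, flow cytometry, growth assays and tissue samples were left out because the deposited files hold none of their data. The Gene Ontology enrichment and a comparison with scrambled siRNA were not analysed here, the latter because none of the 8 arrays is of such cells.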

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

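The tests of array brightness, of transfected RNA and of array position were set beforehand, while the random lists matched on intensity and the background test of OR10R3P and LOC401098 were chosen only after the results were seen.

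The responses of OR10R3P and LOC401098 to HOXB7 siRNA differed between the cell lines, by -2.72 (limma adjusted p = 0.0233) and 4.89 (limma adjusted p = 0.0490) on the log2 scale. Both rest on groups that were not well above background. OR10R3P fell into the background in MIA PaCa-2, at least 2.23-fold lower. LOC401098 rose out of it there, at least 6.68-fold higher and well above background on both siRNA arrays, so its rise is not a matter of the background, but it was not well above background on any Capan-1 array and its response there was not measured. With the normexp background correction the adjusted p was 0.702 for OR10R3P and 0.0822 for LOC401098, and over all alternatives it lay between 0.0181 and 0.702 and between 0.00137 and 0.290. The normexp correction adds an offset of 50, which is above every intensity of both genes. It shrinks their fold changes whatever the cause, so its adjusted p cannot decide the cause. A difference between the cell lines and an effect of signal close to the background cannot be told apart for these genes, since the size of the fall of OR10R3P and the response of LOC401098 in Capan-1 are not measured, and a biological difference between a primary and a metastatic line stays open and untested.

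Of the 8 lists, 4 responded differently in the cell lines by camera, MIA PaCa-2 minus Capan-1. The median difference was -0.21 for the proteasome and its associated factors (adjusted p = 5.35e-07, lower for 42 of 47 genes), -0.19 for the histones (adjusted p = 2.28e-07, lower for 65 of 73, above 0 at 0.0022 with scaling to the spike-in probes), -0.18 for the interferon-stimulated genes (adjusted p = 1.96e-05, lower for 30 of 43, above 0 at 0.012 with that scaling) and -0.16 for the anaphase-promoting complex (adjusted p = 0.0168, lower for 12 of 16, above 0 at 0.028 with that scaling). The fry adjusted p was 0.0417 for the proteasome, 0.233 for the histones, 0.0140 for the interferon-stimulated genes and 0.0417 for the complex, and camera with an estimated correlation gave none under 0.190. A shift between arrays that depends on intensity would move random lists of the same intensity as far. Their medians were -0.056 for the proteasome, -0.035 for the histones and -0.0053 for the interferon-stimulated genes, with 0% of random lists as low as the list, which argues against such a shift as the whole cause. For the anaphase-promoting complex the random median was -0.027 and 1.17% were as low, and the complex lost its threshold without siRNA replicate 2 (-0.12) or parental replicate 2 (-0.11) of Capan-1, so a shift and a difference between the lines cannot be told apart with its 16 genes. A slide effect common to the arrays of a slide cancels in each response, since siRNA and parental arrays of a cell line share a slide. An effect of array position that differs between the slides stays open for all 4 lists, and so does a biological difference between the lines.

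The paper gives no number of genes that rose in MIA PaCa-2, and 225 were higher by limma at the adjusted p of 0.05. The siRNA arrays were dimmer, and 70.2% of the genes called without scaling between arrays were lower, against 48.9% with each array scaled to its 75th percentile. Scaling moves every gene by the same amount, so this change in the balance is fixed by construction and says nothing on the cause of the calls. Without scaling 14 genes were higher, although the siRNA arrays were dimmer, and all 14 were among the 225. With a log2 fold change of at least 1 required, 62 of the 225 were still higher. The brightness difference was -0.22 in the log2 75th percentile, and scaling for it is too small a step to give such rises. This argues against overall brightness as the cause for these 62 genes. For genes in neither set it stays open. The position on the slide stays open: bright spike-in probes, added in equal amount, differed by 0.096 between siRNA and parental arrays in MIA PaCa-2 and by 0.29 in Capan-1 after scaling, against differences between replicates of 0.27 and -0.18 in MIA PaCa-2 and of -0.050 and 0.15 in Capan-1. An effect of position and an effect of the siRNA cannot be told apart, since all siRNA arrays lie at the same positions.

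In Capan-1, whose genes the paper did not group by process, 6 lists passed the camera threshold. The interferon-stimulated genes had a median log2 fold change of 0.21 (adjusted p = 2.32e-09, fry adjusted p = 0.00361, higher for 32 of 43, below 0 at -0.079 with scaling to the spike-in probes), and 17 were higher when adjusted over the list alone. Among random lists of the same intensity, with a median of 0.0043, 100% were lower, which argues against a shift that depends on intensity as the whole cause. A response to transfected RNA rather than to HOXB7 may therefore be part of the changes in Capan-1, since the camera value is what it would give. In MIA PaCa-2 the median of the list was -0.037 with 17 genes higher and 20 lower, and adjusted over the list alone 4 were higher and 2 lower. Over all genes 2 of the list were past the threshold there, IFI27 (2.09, limma adjusted p = 0.00564) and IFI6 (0.82, limma adjusted p = 0.0396), named after their values were seen. Members that go both ways leave this open, and without arrays of scrambled siRNA an effect of transfection and an effect of HOXB7 cannot be told apart there.

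The histones had a median of 0.18 in Capan-1 (adjusted p = 6.89e-09, fry adjusted p = 0.194, higher for 66 of 71, below 0 at -0.10 with scaling to the spike-in probes), against 0.034 for random lists, of which 100% were lower. The genes of the proteasome and its associated factors had a median of 0.13 (adjusted p = 0.000181, fry adjusted p = 0.176, higher for 36 of 46, below 0 without scaling at -0.031 and with spike-in scaling at -0.16), against 0.067 for random lists, of which 99.54% were lower, the value closest to the limits used. The S phase list had a median of -0.11 (adjusted p = 0.0146, fry adjusted p = 0.204, lower for 29 of 43), against 0.019 for random lists, of which 0.02% were lower, and the G2/M phase list a median of -0.063 (adjusted p = 0.0369, fry adjusted p = 0.194, lower for 37 of 54), against 0.033, of which 0.05% were lower. These values argue against a shift that depends on intensity as the whole cause. Of 19 alternatives the camera threshold was lost in 10 for the G2/M phase list, 3 for the proteasome, 1 for the S phase list and 0 for the histones, with the highest adjusted p at 0.229, 0.111, 0.167 and 0.00191. Without siRNA replicate 1 of Capan-1 the adjusted p was 0.167 for S phase and 0.229 for G2/M phase, and without siRNA replicate 2 it was 0.0739 for the proteasome. For the cytosolic ribosomal proteins, with a median of 0.11 (adjusted p = 3.04e-05, fry adjusted p = 0.325, higher for 72 of 81, below 0 without scaling at -0.049 and with spike-in scaling at -0.18), random lists had a median of 0.092 and 80.3% were lower, so their rise is consistent with a shift that depends on intensity, and the threshold was lost in 4 of 19 alternatives (without parental replicate 2 the adjusted p was 0.133). Transfection and array position stay open for all 6 lists, and so does an effect of HOXB7.

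HOXC8, FGF2 and CXCL8 are named in the paper but not reported from the arrays, and in MIA PaCa-2 all 3 were past the limma threshold, with both siRNA arrays on the same side of both parental arrays. HOXC8 changed by -1.34 (adjusted p = 0.0173, 0.00206 to 0.205 over the alternatives), FGF2 by -2.15 (adjusted p = 0.0167, 0.00365 to 0.205) and CXCL8 by 0.77 (adjusted p = 0.0374, 0.00921 to 0.244). Calling depended on the processing, since the threshold was lost in 9 of 19 alternatives for HOXC8, 8 of 18 for FGF2 and 14 of 19 for CXCL8. Transfection and array position were not separated from an effect of HOXB7 for these genes.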

How the results depend on the processing

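The relative list medians used below, and for the interval rule the counting of spots together with no scaling, were chosen only after the results were seen. The median log2 fold change of all genes was 0.019 in MIA PaCa-2 and 0.0015 in Capan-1, and it shifted to -0.20 and -0.16 without scaling or with the deposited log2 table and to -0.077 and -0.29 with spike-in scaling, so lists are given relative to it. Except where stated, the cause was not tested. Over all alternatives, the values that answer a comparison kept direction and side of the threshold, or moved within their spread, in 662 cases, while 132 moved further, 41 lost the threshold, 27 newly passed it and 21 reversed. For single genes the numbers were 273 the same, 136 lost, 12 newly past and 6 reversed.

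Genes lower and higher by limma in MIA PaCa-2 were 500 and 438 with normexp, 33 and 14 without scaling, 16 and 13 with spike-in scaling, 32 and 14 with the deposited log2 table, 5 and 5 with no filter, 514 and 421 with probes well above background on all 8 arrays, 654 and 559 with an intensity trend, and 44 and 63 with a log2 fold change of at least 1. With each cell line alone 0 and 0 were past the threshold, against 1731 and 1894 probes at an unadjusted p under 0.05. In Capan-1 they were 34 and 43 with normexp, 1 and 11 with quantile normalization, 1 and 3 without scaling or with the deposited log2 table, 2 and 3 with spike-in scaling or on all 8 arrays, and 22 and 28 with the trend. With limma they were 0 and 0 with no filter (1714 and 1296 probes at an unadjusted p under 0.05) and 0 and 0 alone (1948 and 1812). The number differing between the lines was 49 with normexp, 8 with quantile normalization, 4 without scaling or with the log2 table, 1 with outlier spots kept, 6 on all 8 arrays, 43 with the trend, and 0 by limma with no filter (1184 and 1588 probes at an unadjusted p under 0.05). With 1 array left out the ranges were 1 to 75 lower and 2 to 132 higher in MIA PaCa-2, 0 to 6 and 0 to 12 in Capan-1, and 0 to 24 for the difference. MIA PaCa-2 had 5 and 7 without siRNA replicate 1, 75 and 132 without siRNA replicate 2, 20 and 27 without parental replicate 1, 4 and 8 without parental replicate 2, and 1 and 2 without any single Capan-1 array.

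By the interval rule, lower and higher genes in MIA PaCa-2 were 11 and 11 at 95%, 0 and 0 with the widest interval (7 and 11 probes called), 1 and 5 with the parental pair in 1 order, 4 and 0 without scaling or with the log2 table, 40 and 40 with 1 probe allowed, 17 and 18 with at least 1 probe called, and 7 and 0 with spots counted and no scaling. Lower genes were 1 with all 4 comparisons called or crossed pairing, and 5 with spots counted. In Capan-1 they were 22 and 46 at 95%, 2 and 3 without scaling or with the log2 table, 118 and 165 with 1 probe allowed, 5 and 26 with spots counted, 51 and 82 with at least 1 probe called, and 6 and 3 with spots counted and no scaling. Lower genes were 8 with the pair in 1 order, 1 with quantile normalization and 2 with loess, and higher genes were 2 with the widest interval and 3 with the siRNA arrays as the pair. Without 1 siRNA array the ranges were 7 to 13 and 3 to 7 in MIA PaCa-2, and 5 to 16 and 13 to 35 in Capan-1, where a single duplicate is easier to pass.

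HOXB7 stayed lower in both lines under every alternative run. In MIA PaCa-2 it lost the threshold with normexp (-0.098, adjusted p = 0.599), and at -3.32 with no filter (adjusted p = 0.0515) and alone (adjusted p = 0.205), and ranged from -3.68 to -2.95 with 1 array left out (adjusted p 0.0204 to 0.0830). In Capan-1 it passed with normexp (-0.66, adjusted p = 0.0353), without scaling (-2.77, adjusted p = 0.0182), with spike-in scaling (-2.90, adjusted p = 0.0323), with the log2 table (-2.77, adjusted p = 0.0201) and with the trend (-2.62, adjusted p = 0.0302), against 0.121 otherwise. E2F7 passed at -0.41 on all 8 arrays (adjusted p = 0.0417) and with the trend (adjusted p = 0.0400), making 1 of E2F1 to E2F8, with a range of 0.0400 to 0.321. With normexp E2F5 was 0.058 and E2F8 0.057. With 1 array left out E2F6 ranged from -0.11 to 0.021 and E2F8 from -0.24 to 0.12. Without scaling and with the log2 table, BAX was -0.052, BCL2 -0.12 and CCND1 -0.082 in MIA PaCa-2. The correlation between the lines was 0.446 with normexp, 0.0924 with no filter, and 0.160 to 0.336 with 1 array left out (0.160 without parental replicate 1 of MIA PaCa-2).

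Lists in MIA PaCa-2, by relative median and camera adjusted p, changed as follows. G2/M phase (-0.071) passed with normexp (-0.14, 8.32e-05), without scaling (-0.071, 0.0336) and with the log2 table (-0.071, 0.0322), in a range of 8.32e-05 to 0.854. The anaphase-promoting complex (-0.10) lost it with quantile normalization (-0.070, 0.102) and alone (-0.10, 0.0562), in a range of 0.000899 to 0.153. Histones were -0.081 with normexp (0.00973) and 0.0083 with quantile normalization (0.737), in that range, and ribosomal proteins -0.069 with normexp (0.181) and -0.011 with quantile normalization (0.709), in a range of 0.00134 to 0.794. In Capan-1, G2/M phase lost the threshold without scaling (-0.064, 0.0827), with the log2 table (-0.060, 0.0794), with no filter (-0.042, 0.0568) and alone (-0.064, 0.0941), in a range of 2.61e-05 to 0.229. The proteasome lost it with normexp (0.044, 0.111) and spike-in scaling (0.13, 0.0872), in a range of 4.99e-06 to 0.111. Ribosomal proteins lost it with normexp (0.028, 0.0990), quantile normalization (0.0098, 0.633) and spike-in scaling (0.11, 0.178), in a range of 1.48e-09 to 0.633, and chromatin remodelers passed with normexp (-0.071, 0.0209), in a range of 0.0209 to 0.343. For the difference, S phase passed with quantile normalization (0.11, 0.00738) and the trend (0.069, 0.0450), while the anaphase-promoting complex lost it with quantile normalization (-0.10, 0.0738) and spike-in scaling (-0.18, 0.0977). G2/M phase was 0.019 with quantile normalization (0.393), and chromatin remodelers -0.017 with normexp (0.872) and -0.027 with no filter (0.871). Ribosomal proteins passed with normexp (-0.084, 0.00656), without scaling (-0.072, 0.0286), with the log2 table (-0.072, 0.0275), with no filter (-0.11, 0.0258) and with the trend (-0.072, 0.0450).

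With 1 array left out, relative medians in MIA PaCa-2 ranged from -0.085 to 0.031 for S phase, -0.093 to -0.0073 for G2/M phase, -0.11 to -0.083 for the proteasome, -0.12 to -0.068 for the anaphase-promoting complex, -0.10 to 0.0072 for chromatin remodelers, -0.052 to 0.053 for histones and -0.044 to 0.11 for ribosomal proteins. In Capan-1 they ranged from -0.13 to -0.056 for S phase, -0.10 to -0.031 for G2/M phase, 0.067 to 0.19 for the proteasome, -0.045 to 0.023 for the anaphase-promoting complex and 0.037 to 0.17 for ribosomal proteins. For the difference they ranged from 0.021 to 0.12 for S phase, -0.077 to 0.0088 for G2/M phase, -0.21 to -0.11 for the anaphase-promoting complex, -0.0059 to 0.036 for chromatin remodelers and -0.14 to 0.0090 for ribosomal proteins. Counting each list once per cell line, 8 results passed the camera threshold, and 5 to 9 with 1 array left out, with 5 without siRNA replicate 2 of MIA PaCa-2 or siRNA replicate 1 of Capan-1.

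The replicate numbers do not pair the arrays, since deviations of arrays with the same number correlated by 0.0249 in MIA PaCa-2 and 0.0311 in Capan-1. With the number as a block, limma called 0 and 0 genes in MIA PaCa-2 (1874 and 2256 probes at an unadjusted p under 0.05), 0 and 0 in Capan-1 (1189 and 947) and 0 for the difference (973 and 1524). HOXB7 in MIA PaCa-2 was then -3.32 (adjusted p = 0.169), the anaphase-promoting complex -0.10 (0.0622) and G2/M phase in Capan-1 -0.064 (0.0671). The block uses residual degrees of freedom, so this says nothing on the size of an effect. The slide as a block was not run, because slide and cell line are the same term, and the difference between the lines cannot be had from each line alone. Signal over background limits HOXB7 in MIA PaCa-2, where normexp, with its offset of 50, brings dim probes closer together. The loss of the threshold for HOXB7 with normexp there thus says nothing on the size of its fall.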

Differences from the paper's values

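The counting of spots together with no scaling was the test chosen only after the results were seen. The paper states 679 downregulated genes in MIA PaCa-2, against 2 by the rebuilt interval rule and 215 by limma. Of the alternatives set before the data were examined, limma with normexp (500), with probes well above background on all 8 arrays (514) and with an intensity trend (654) came within 1.5 times the paper's value, and the other limma alternatives and all those of the interval rule did not. The highest for the interval rule was 40, with 1 probe allowed, and counting spots with no scaling gave 7.

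For Capan-1 the paper states 12 downregulated and 96 upregulated genes. The interval rule gave 0 lower genes, and of its alternatives the parental pair in 1 order (8) and leaving out siRNA replicate 1 (16) came within 1.5 times the paper's 12, and the others did not. It gave 10 higher genes, and of its alternatives at least 1 probe called (82) came within 1.5 times the paper's 96, and the others did not. With limma 0 genes were lower (1541 probes at an unadjusted p under 0.05) and 1 was higher, and none of its alternatives came within 1.5 times of either value.

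In MIA PaCa-2 the paper's E2F level after HOXB7 siRNA is about 0.38 of the control in Fig. 9, read by eye and measured by quantitative PCR, with no control named in its legend. On the arrays the lowest of E2F1 to E2F8 was E2F7, at 0.755 of parental cells, the lowest member under each alternative lay between 0.635 and 0.783, and none of the alternatives set before the data were examined brought it within the paper's value.

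The paper states that RB and E2F transcripts were downregulated on the array. RB1 had a log2 fold change of -0.28 (limma adjusted p = 0.172) and passed the threshold in no alternative, and of the E2F genes E2F7 alone passed it, with probes well above background on all 8 arrays (adjusted p = 0.0417) and with an intensity trend (adjusted p = 0.0400), in a range of 0.0400 to 0.321. E2F2 had a log2 fold change of 0.24. The paper places the cell cycle among the processes with downregulated genes in MIA PaCa-2. The S phase list (camera adjusted p = 0.799) was past the threshold in no alternative, and the G2/M phase list (camera adjusted p = 0.105) was with normexp (8.32e-05), without scaling (0.0336), with the deposited log2 table (0.0322) and without parental replicate 1 (0.00623), in a range of 8.32e-05 to 0.854. The paper states that biological processes were modulated only in MIA PaCa-2. In Capan-1 the camera adjusted p was 0.0146 for the S phase list, 0.0369 for the G2/M phase list and 0.000181 for the proteasome. The fry adjusted p was 0.204, 0.194 and 0.176 in the same order, and camera with an estimated correlation gave 0.579 for each. Of 19 alternatives the camera threshold was lost in 1 for S phase, 10 for G2/M phase and 3 for the proteasome. By camera the difference between the lines was past the threshold for the proteasome (adjusted p = 5.35e-07) and not for S phase (0.0908) or G2/M phase (0.688).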

Other observations

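No test in this part was chosen only after the result was seen. BAX, BAD, BCL2 and CCND1 encode proteins that the paper measured, and CDKN1B encodes p27, which it cites from another study, and their transcripts on the arrays are given here for MIA PaCa-2. The log2 fold change was 0.16 for BAX (limma adjusted p = 0.387, -0.052 without scaling between arrays), -0.20 for BAD (limma adjusted p = 0.316), 0.13 for CCND1 (limma adjusted p = 0.544, -0.082 without scaling) and 0.31 for CDKN1B (limma adjusted p = 0.162), whose other probe gave 0.59 (limma adjusted p = 0.0751). The brightest probe of BCL2 gave 0.10 (limma adjusted p = 0.971, -0.12 without scaling) and its other probe -0.15 (limma adjusted p = 0.627). The standard error of the brightest probe, 1.004, came from Capan-1, where the siRNA arrays read 70.41 and 6.792. In MIA PaCa-2 its SD was 0.115 on the siRNA arrays and 0.034 on the parental arrays. The adjusted p of this probe thus does not measure its spread in MIA PaCa-2. HOXB5 had a log2 fold change of -0.61 in Capan-1 (limma adjusted p = 0.179). Of the 35 genes named by the paper, 4 had a probe past the threshold in MIA PaCa-2 and by limma 0 in Capan-1, where HOXB7 has an adjusted p of 0.121, and 2 were not well above background in any group.

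The lists not given elsewhere are the cytosolic ribosomal proteins in MIA PaCa-2, with a median log2 fold change of 0.047 (camera adjusted p = 0.154, fry adjusted p = 0.649, higher for 60 of 80, -0.17 without scaling and -0.049 with spike-in scaling), and the interferon-stimulated genes there, with a median of -0.037 and a mean of 0.056, opposite in sign, for which camera gave a fall (adjusted p = 0.998) and fry a rise (adjusted p = 0.194). In Capan-1 the chromatin remodelers had a median of -0.051 (camera adjusted p = 0.105) and the anaphase-promoting complex of -0.028 and a camera direction above 0 (adjusted p = 0.998).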
